A study of Homo sapiens with 6 samples. Its data were reported in "Functional and Evolutionary Significance of Human MicroRNA Seed Region Mutations" (2014).

How the data were processed

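RNA was measured on Affymetrix HG-U133 Plus 2.0 arrays in HEY cells, an established human ovarian cancer line, 48 hours after transfection of a miR-429 precursor or of a negative control precursor (nc-miR) with a lipid reagent. Per the labels, 60000 cells were seeded per well and miR-429 was used at 30 nM. The labels do not give the dose of the negative control, so a difference in dose between the groups is not excluded. RNA was amplified with a kit that primes at the 3′ end of transcripts, labelled with biotin and hybridised to 1 array per sample. Each group holds 3 arrays, and the methods describe triplicate wells, so p-values measure the spread between wells and their arrays and not between independent experiments.

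The authors background corrected, quantile normalized and summarised the arrays with GCRMA, a method that models background from probe sequence, and the deposited values are the log2 signals that result, 1 per probe set and array. Per the methods the miR-429 and nc-miR arrays were normalized together. The authors also made MAS5 present calls in Affymetrix Expression Console, which were not used here, and the version of GCRMA is not given in the sources used here. The deposited table holds 54675 probe sets before any filter, including 62 control probe sets. GCRMA places undetected probe sets close to a common low value (the median over all probe sets was between 1.04 and 1.09 on the 6 arrays), so that a ratio against such a value is not a measured fold. Quantile normalization gives the arrays almost the same distribution, so that a shift of all mRNAs together would not be seen.

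Of the probe sets, 41091 carried 1 gene symbol in the platform annotation, 1801 carried several and 11721 carried none. The gene identifiers of 41037 of the 41091 were found in the RefSeq gene table of GRCh38.p14, which was used for names alone, and 0 symbols had to be updated. Probe sets with several symbols or none were kept out of the comparison and tested apart. A probe set was called measured if its log2 value was 4 or more on at least 3 of the 6 arrays, a rule that stands in for the present calls of the methods. It left 13251 probe sets, of which the 1 with the highest mean over the 6 arrays was kept per gene, giving 8049 genes. A gene below 4 on all 3 arrays of a group has only a bound there; its change is given as at least N-fold, from the other group's mean against 4.

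The 2 groups were compared with limma (version 3.58.1, lmFit and eBayes, in R 4.3.3, with version 1.17.8 of data.table) on the log2 values, two-sided and without a block, with Benjamini-Hochberg adjustment over the 8049 genes. A gene was called at an adjusted p under 0.02, the false discovery rate of 2% in the methods. Errors of log2 changes are limma's moderated standard errors (SE), intervals are at 95%, and errors of group means are SD over 3 arrays. The number of arrays limits the precision: 3 against 3 arrays make 10 distinct splits, so a permutation test cannot give a p under 0.1. Tested on simulated data for the miR-429 against nc-miR comparison with 8049 genes, limma recovered 12% of 50 genes changed by 0.5 on the log2 scale, 96% of 50 changed by 1 and 100% of 50 changed by 2 or by 3, with 2 false calls, and the SAM code recovered the same numbers.

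Before the data were examined, 18 gene lists were fixed, namely reported targets of miR-200b, miR-200c or miR-429, epithelial markers, mesenchymal markers, actin cytoskeleton and focal adhesion, TGF-beta signalling, cell cycle, p53 response, interferon response, inflammatory and NF-kB response, unfolded protein and integrated stress response, cholesterol synthesis, miRNA pathway, Polycomb and DNA methylation, Notch signalling, ribosomal proteins, and markers of leukocytes, endothelial cells and fibroblasts. Each list with at least 2 measured members was compared with the other genes by limma's camera with a preset correlation of 0.01, adjusted over 17 lists at a threshold of 0.05, with an estimated correlation and fry beside it. The genes named were also set by a rule written before the data were examined. They are the 10 genes with the largest rise and the 10 with the largest fall among called genes whose groups did not overlap and whose mean was at or above 4 in both groups, up to 5 genes with the largest bound, up to 4 called members of each list (or, where none was called, the 2 with the smallest p), and ZEB1, ZEB2, CDH1, VIM, ACTB and GAPDH. Uncharacterised gene models were skipped. Any gene named outside the rule is said to be.

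The alternatives fixed in advance were no filter on low values, a floor of 6, the probe set with the highest mean/SD as in the methods, every probe set by itself, centring on the median, quantile normalization again, eBayes with trend and robust, SAM (Significance Analysis of Microarrays, own code, all 20 relabellings of the arrays) at a false discovery rate under 2%, an adjusted p under 0.05, array weights, the replicate number as a block and leaving out each array. Added after the data were examined were a covariate for 3′ end bias (the signal of the middle minus the 3′ control probe sets of ACTB and GAPDH), SAM on the probe set with the highest mean/SD, and the mesenchymal list without the reported targets. The overlap of calls between replicate subsets was computed from limma calls for each pair of the miR-429 arrays against the 3 nc-miR arrays. The cosine measure of the methods is for pairs of lists; here it was extended to 3 lists by dividing the number of genes in all of them by the geometric mean of the list sizes. A comparison of genes with and without a miR-429 seed site in the 3′ UTR was also planned; transcript sequences were not used here and it was not run. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.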

Results

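HEY cells, a human ovarian cancer line, were transfected with a precursor of miR-429, a member of the miR-200 family of microRNAs, or with a negative control precursor (nc-miR), and mRNA levels were measured 48 hours later on 3 arrays per group. On each array between 26.9% and 27.7% of the 54675 probe sets had a log2 GCRMA signal of 4 or more. Across the 8049 genes tested, arrays of the miR-429 group correlated with each other at r between 0.989 and 0.994. Those of the nc-miR group correlated at r between 0.979 and 0.986, whereas arrays of different groups correlated at r between 0.960 and 0.966. These correlations are across genes, which are not independent replicates. The nc-miR arrays were the more variable. Their signal of the middle minus the 3′ control probe sets of ACTB and GAPDH, a measure of 3′ end bias of the RNA, was −4.76 ± 1.18 (SD, n = 3) on the log2 scale, against −4.68 ± 0.11 (SD, n = 3) with miR-429 (exact two-sided permutation p = 1). On nc-miR replicate 3 the BioB hybridisation control was at 9.70, and on the other 5 arrays it was between 10.4 and 10.95.

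The first question was which mRNAs change when miR-429 is over-expressed. The genes that fell most included chemokines that attract neutrophils and an extracellular matrix protein: CXCL8 fell 10.9-fold (log2 change −3.45 ± 0.18, SE), CXCL3 fell 9.86-fold (−3.30 ± 0.18), fibronectin (FN1) fell 8.51-fold (−3.09 ± 0.14), OSTM1, a lysosomal membrane protein, fell 7.45-fold (−2.90 ± 0.11), CXCL1 fell 6.24-fold (−2.64 ± 0.13) and CXCL2 fell 5.52-fold (−2.47 ± 0.15), each with 3 arrays per group and a limma adjusted p of 5.9e-05 or lower. They were followed by SHCBP1 (−2.36 ± 0.18), LHFPL6 (−2.17 ± 0.11), the anti-apoptotic BCL2 relative BCL2A1 (−2.10 ± 0.18) and the secretory granule protein SCG5 (−2.07 ± 0.14). Among genes with a mean at or above 4 in both groups, the largest rise was that of TMEM200A (5.14-fold, log2 change 2.36 ± 0.12). EXPH5, an effector of vesicle transport, followed (5.06-fold, 2.34 ± 0.12), then SPOPL, an adaptor of a ubiquitin ligase (5.05-fold, 2.34 ± 0.14). FGD6 rose 4.46-fold (2.16 ± 0.16) and the Wnt receptor FZD5 rose 4.11-fold (2.04 ± 0.22). Next came the kinase DCLK1 (2.00 ± 0.14), ATP8B3 (1.95 ± 0.38), the growth factor FGF2 (1.95 ± 0.13), the splicing factor SNRPC (1.89 ± 0.12) and TGFA, a ligand of the EGF receptor (1.84 ± 0.15). The second measured probe set of FGF2 gave 0.48 ± 0.22 (limma adjusted p = 0.19 over all probe sets), and the call of ATP8B3 ended without any 1 of the 3 nc-miR arrays (limma adjusted p of 0.040 without nc-miR replicate 3, the highest) and, with all arrays, with no filter on low values (0.0213) or the 3′ bias covariate (0.0204). The probe sets used for CXCL8, FN1 and CXCL2 are of a kind that can bind related transcripts. The 3 other measured probe sets of FN1, also of that kind, gave −3.09 ± 0.14, −3.12 ± 0.14 and −3.02 ± 0.16. CXCL1, CXCL2 and CXCL3 are similar in sequence. The single values of the chemokine genes are therefore less certain than the fall they share. CXCL3 was at 3.79, 3.88 and 4.40 on the miR-429 arrays, around the floor of 4, so its fold is less certain still.

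In all, 794 of 8049 genes tested (9.86%) were called by limma at an adjusted p under 0.02, of which 380 were higher and 414 lower with miR-429. With genes below the floor in a group counted at their bounds, changes of at least 2-fold were seen in 121 of the higher and 137 of the lower genes, and of at least 4-fold in 8 and 14. The groups did not overlap in 2829 genes (35.1%), where chance gives 10%. The count depends on the arrays used. It was 412, 363 and 338 without miR-429 replicate 1, 2 and 3, and 559, 837 and 508 without nc-miR replicate 1, 2 and 3. At an adjusted p under 0.05 it was 1237.

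**Figure D1:**
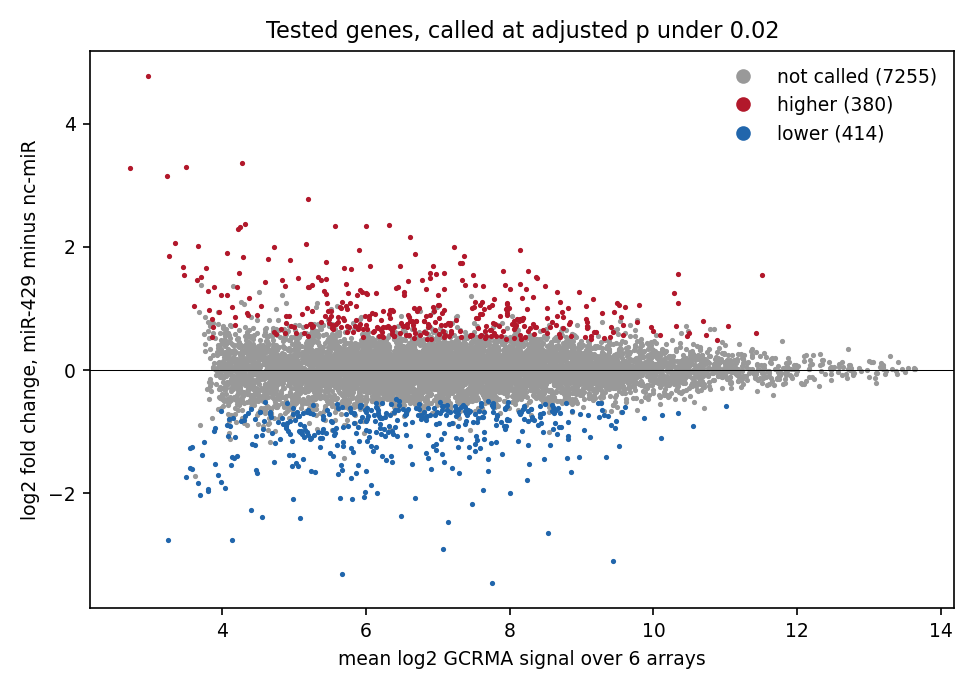
Log2 fold change (miR-429 minus nc-miR, vertical axis) against the mean log2 GCRMA signal over the 6 arrays (horizontal axis) for the 8049 genes tested, 1 point per gene. The 380 genes called higher and the 414 called lower at a limma adjusted p under 0.02 lie on both sides of 0 over most of the range of signal; changes of genes below log2 4 in a group are fitted values and not measured folds.

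Of 46 measured genes on the list of reported targets of miR-200b, miR-200c or miR-429, 15 fell and 1 rose. ZEB1 and ZEB2, transcriptional repressors of epithelial genes and the best known targets of the family, fell 3.43-fold (log2 change −1.78 ± 0.14, SE, limma adjusted p = 1.5e-04) and 2.18-fold (−1.12 ± 0.14, limma adjusted p = 0.0013). FN1 fell as given above, CRTAP, which takes part in collagen modification, fell 3.86-fold (−1.95 ± 0.14), and LOX, which cross-links collagen, fell at least 2.86-fold, from 5.52 ± 0.25 (SD, n = 3) to below the floor of 4. The gene that rose was the phosphatase PTPRD (0.98 ± 0.12, limma adjusted p = 0.0010), named after its values were seen. The share that fell was 32.6%, against 4.99% of the 8003 other genes (two-sided Fisher's exact test p = 4.3e-09, in which genes are taken as independent), and 17 fell when adjusted over the list alone. The median log2 change was −0.44 (camera adjusted p = 8.7e-09, and adjusted p = 0.16 with an estimated correlation). The other probe sets of CRTAP gave −1.90 ± 0.13 and −0.66 ± 0.12. AP1S2 has probe sets that disagree in direction: those at −1.53 ± 0.27 and −1.40 ± 0.17 fell, and another rose by 1.54 ± 0.20, each with a limma adjusted p under 0.02 over all probe sets. It was named after its values were seen.

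Of 11 measured epithelial markers, 7 rose and none fell. DSP, which encodes the desmosomal protein desmoplakin, rose 2.99-fold (log2 change 1.58 ± 0.14, SE, limma adjusted p = 2.5e-04). The rises of 3 members started below the floor: ESRP1, a regulator of epithelial splicing, rose at least 2.21-fold, to 5.15 ± 0.15 (SD, n = 3), CDS1 rose at least 1.28-fold, to 4.36 ± 0.38, and MYO5B rose at least 1.22-fold, to 4.29 ± 0.23. The remaining called members were PKP2, KRT7 and TJP1 and those not called were LAMB3, KRT8, OCLN and KRT18, all named after their values were seen. ESRP1, CDS1 and MYO5B passed the filter on low values only through the miR-429 arrays. The share that rose, the median and its test are therefore partly selected by the rise. Adjusted over the list alone, 9 rose. The median log2 change was 1.32, or 0.82 with dim genes at their bounds (camera adjusted p = 8.7e-09, and adjusted p = 0.052 with an estimated correlation). On the array 33 other epithelial markers were not above the floor, and with no filter on low values the median was 0.16 (camera adjusted p = 6.0e-08). They included CDH1 (E-cadherin), whose probe sets were at 0.57 ± 0.10 and 0.55 ± 0.15 (SD, n = 3) with nc-miR and at 0.59 ± 0.05 and 0.57 ± 0.19 with miR-429.

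Of 32 measured mesenchymal markers, 9 fell and none rose, and 13 fell and 3 rose when adjusted over the list alone. The falls were largest for FN1, LOX, ZEB1 and the Wnt ligand WNT5B (2.93-fold, −1.55 ± 0.28; limma adjusted p = 0.0079, a call that ended without any 1 of the 3 miR-429 arrays or of 2 nc-miR arrays, at an adjusted p of at most 0.038). The intermediate filament gene VIM was at 11.8 ± 0.21 (SD, n = 3) with nc-miR and 11.7 ± 0.17 with miR-429, a log2 change of −0.09 with a 95% interval from −0.43 to 0.25. The median of the list was −0.27 (camera adjusted p = 6.4e-04, and adjusted p = 0.35 with an estimated correlation), and −0.16 with no filter on low values (camera adjusted p = 3.0e-04). Members that are also reported targets carry part of this shift, since the 27 others had a median of −0.13 (camera p = 0.039, and p = 0.29 with an estimated correlation), with 5 that fell. Both measured fibroblast markers fell as well, FAP at least 2.49-fold and COL1A1 1.76-fold (−0.82 ± 0.15; limma adjusted p = 0.0089, a call that ended without 2 of the arrays of each group in turn, at up to 0.040 without miR-429 replicate 2, and at 0.021 with no filter); the list had a camera adjusted p of 0.008, and an adjusted p of 0.16 with an estimated correlation, and COL1A1 is on the mesenchymal list too.

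**Figure D2:**
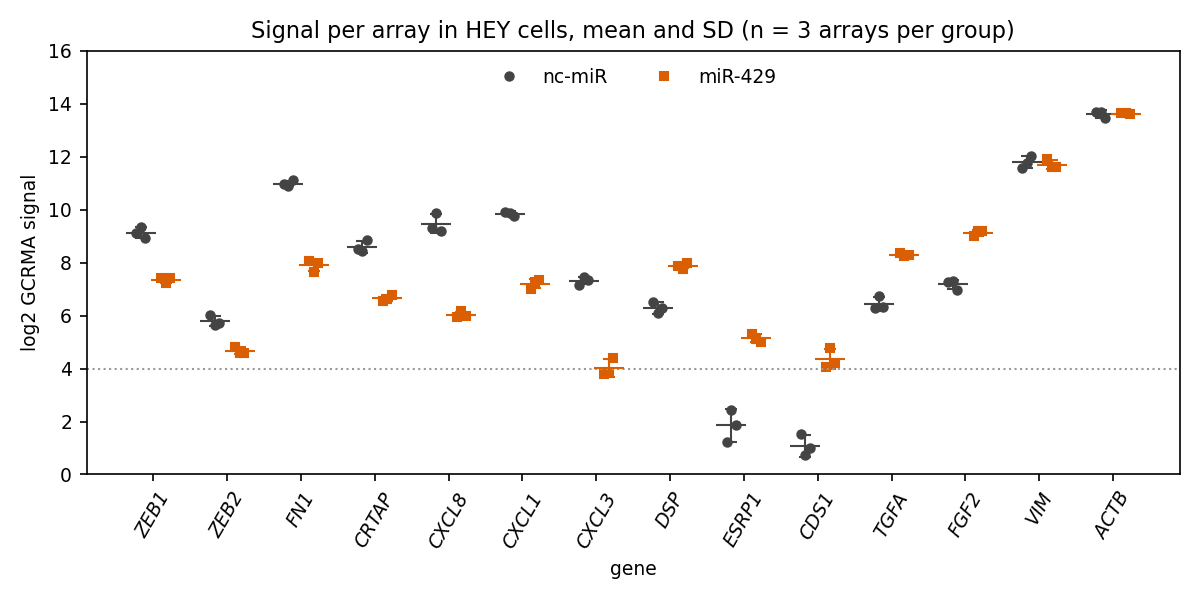
Log2 GCRMA signal (vertical axis) of 14 genes (horizontal axis) on each of the 3 nc-miR (circles) and 3 miR-429 arrays (squares), with the mean as a long bar and the SD as error bars; the dotted line is the floor of 4. ZEB1, ZEB2, FN1, CRTAP and the chemokine genes are lower on every miR-429 array than on any nc-miR array, DSP, ESRP1, CDS1, TGFA and FGF2 are higher, and VIM and ACTB overlap.

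Of 13 measured genes of the inflammatory and NF-kB response, 8 fell and none rose. The 4 with the largest changes were the chemokines CXCL8, CXCL3, CXCL1 and CXCL2, whose values are given above. The median log2 change of the list was −1.10 (camera adjusted p = 9.3e-06, and adjusted p = 0.16 with an estimated correlation), and adjusted over the list alone 8 fell and 2 rose. On the array 11 other members were not above the floor, and with no filter on low values the median was −0.29 (camera adjusted p = 2.6e-06). The 5 members not called were NFKB1, CCL20, IL1A, SOD2 and IER3, named after their values were seen; SOD2 was at 0.45 ± 0.11 (limma adjusted p = 0.031) and IER3 at 0.45 ± 0.14 (limma adjusted p = 0.07). IKBKB, a kinase of the NF-kB pathway that fell, is also on the target list and was named after its values were seen. Of 13 measured interferon response genes none was called by limma, with RIGI at −0.53 ± 0.14 (adjusted p = 0.038; called by SAM at a false discovery rate under 2% on the probe set with the highest mean/SD; its other measured probe set gave −0.02 ± 0.21) and IFIT2 at −0.52 ± 0.15 (adjusted p = 0.054). The median of that list was 0.01 and its mean 0.02, whereas camera gave a downward direction (camera adjusted p = 0.79); the other 32 interferon response genes on the array were not above the floor.

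**Figure D3:**
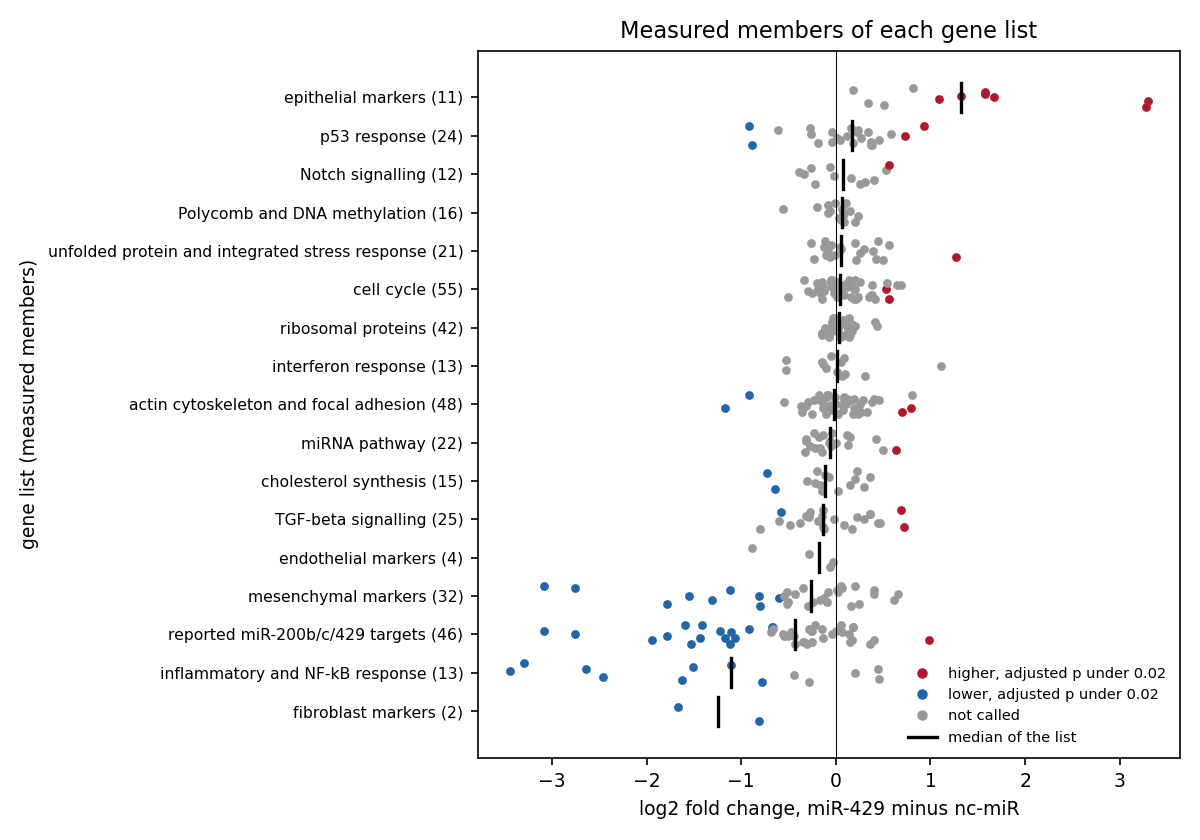
Log2 fold change (miR-429 minus nc-miR, horizontal axis) of each measured member of the 17 lists with at least 2 measured genes (vertical axis, number measured in parentheses), with the median as a black bar. Points are coloured by limma call at an adjusted p under 0.02; the epithelial median is at 1.32, and the medians of the reported targets and of the inflammatory list are at −0.44 and −1.10.

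None of the remaining lists was called by camera (adjusted p of 0.18 or higher), although single members changed. In the actin cytoskeleton and focal adhesion list CFL2 (cofilin, −1.17 ± 0.12) and MARCKS (−0.91 ± 0.17) fell and LIMK2 (0.79 ± 0.15) and ITGA2 (0.70 ± 0.14) rose, of 48 measured; other probe sets gave up to −2.09 ± 0.14 for CFL2 and −1.49 ± 0.23 for MARCKS. Of 25 TGF-beta signalling genes TGFB2 (0.72 ± 0.13) and BMPR2 (0.69 ± 0.14) rose and INHBA (−0.58 ± 0.12) fell, though the other measured probe sets of INHBA gave −0.10 ± 0.13 and 0.26 ± 0.16. Of 24 p53 response genes the cell cycle inhibitor CDKN1A (0.93 ± 0.19) and GDF15 (0.73 ± 0.12) rose, and SESN1 (−0.92 ± 0.16) and the pro-apoptotic PMAIP1 (−0.89 ± 0.14) fell. Of 55 cell cycle genes PCNA (0.57 ± 0.12) and CCNB2 (0.53 ± 0.11) rose over all genes tested, and none passed when adjusted over the list alone. DDIT4 rose 2.41-fold (1.27 ± 0.17) among 21 genes of the unfolded protein and integrated stress response, TNRC6B (0.64 ± 0.13) rose among 22 of the miRNA pathway and the Notch target HES1 (0.56 ± 0.11, and 1.14 ± 0.17 on another probe set) rose among 12 of Notch signalling, while INSIG1 (−0.73 ± 0.14) and MSMO1 (−0.64 ± 0.14) fell among 15 of cholesterol synthesis. No member was called by limma among 16 Polycomb and DNA methylation genes (DNMT3A −0.55 ± 0.17, EED 0.23 ± 0.14), 42 ribosomal protein genes (RPL11 0.18 ± 0.12, RPL27 0.15 ± 0.11) or 4 endothelial markers (TIE1 −0.89 ± 0.24, ENG −0.28 ± 0.19), and none of the 18 leukocyte markers on the array was above the floor. TIE1 was called by SAM at a false discovery rate under 2% and by limma with the replicate block (adjusted p = 0.0055), and 1 endothelial marker was lower when adjusted over the list alone. The reference genes ACTB (0.02, 95% interval from −0.25 to 0.29) and GAPDH (−0.05, from −0.58 to 0.48) were not called. Of these called genes CFL2 and DDIT4 kept their calls without any 1 array; the other 16 lost theirs without at least 1, with the highest limma adjusted p between 0.027 (PMAIP1, without miR-429 replicate 2) and 0.078 (MSMO1, without miR-429 replicate 2). With all arrays kept and the same log2 changes, 10 of the 18 (LIMK2, ITGA2, BMPR2, INHBA, PCNA, CCNB2, TNRC6B, HES1, INSIG1 and MSMO1) were not called with the replicate block, which leaves fewer degrees of freedom (adjusted p of at most 0.049), and these and CDKN1A were not called with no filter on low values, which tests more genes (at most 0.041). Calls also ended for ITGA2, CDKN1A and MSMO1 with every probe set tested by itself, for CDKN1A, CCNB2 and MSMO1 with the 3′ bias covariate and for MSMO1 with array weights (at most 0.025).

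Some changes crossed the floor. In 66 called genes every array of 1 group was below log2 4, the nc-miR group in 32 and the miR-429 group in 34. MAP7, a microtubule-associated protein of epithelial cells, rose at least 3.90-fold, to 5.96 ± 0.21 (SD, n = 3), and the cell surface protein CEMIP2 rose at least 2.83-fold, to 5.50 ± 0.20. PDLIM7 fell at least 3.38-fold, from 5.76 ± 0.56, and the membrane adaptor ankyrin-G (ANK3) fell at least 2.91-fold, from 5.54 ± 0.16. Each of these genes had a limma adjusted p of 0.00105 or lower.

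The second question was how far the calls agree when they are made from different pairs of the miR-429 transfections against the 3 nc-miR arrays. Leaving out miR-429 replicate 1, 2 and 3 in turn, limma called 412, 363 and 338 genes, and 305 genes were in all 3 lists, a cosine overlap of 82.5%. Independent lists of these sizes would share 0.78 genes. In 20 simulations of unchanged groups on the same plan, the 3 lists held at most 1 call in all and shared 0. With almost no calls there was nothing to share, so these simulations do not measure the overlap that shared arrays give. The lists share the control arrays and each pair of lists shares a miR-429 array, so part of the overlap may come from shared arrays and it is not a measure of agreement between independent experiments. With SAM the cosine overlap was 71.8%. As a share of all genes in any of the 3 lists (Jaccard) the limma overlap was 64.3% and the SAM overlap 45.8%.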

Values the study reported

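The study reported 5229 differentially expressed genes after transfection of miR-429 into HEY cells, at a false discovery rate under 2%. It gave an overlap of 85% for the differentially expressed genes among 3 replicate miR-429 transfections, and of 56% when the seed of miR-429 was changed by 1 nucleotide. With more nucleotides of the seed changed, the study found no significantly different overlap.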

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

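Probe sets that carry several gene symbols or none were outside the comparison of genes, and a signal was found there. Of 1808 such probe sets above the floor, 680 with several symbols and 1128 with none, limma called 44 higher and 38 lower with miR-429 at an adjusted p under 0.02. Of these, 32 higher and 24 lower ones had a mean at or above 4 in both groups. Among them the largest falls were those of 2 probe sets with no symbol (from 7.61 ± 0.16 to 5.50 ± 0.34, SD, n = 3, and from 7.002 ± 0.078 to 5.14 ± 0.60), and the largest rises those of a probe set with no symbol (from 4.75 ± 0.34 to 6.74 ± 0.24) and of one with several (from 7.81 ± 0.23 to 9.71 ± 0.08). Their genes are not named here.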

How the results depend on the processing

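The 3′ bias covariate, SAM on the probe set with the highest mean/SD and the mesenchymal list without reported targets were chosen after the data were examined. Over the settings that kept all 6 arrays the count of called genes lay between 551 and 1237, with 46.8% to 50.1% of calls higher, and no setting moved the median log2 change of all genes by over 0.1. At an adjusted p under 0.05 there were 1237 genes, 596 higher and 641 lower, by construction of the threshold. Leaving out 1 array gave 338 to 837 genes, 158 to 413 higher and 180 to 424 lower; 5 of the arrays lowered the count, as fewer samples do, and 837 were called without nc-miR replicate 2, for which the cause was not tested. SAM at a false discovery rate under 2% called 1115 genes, among them all 794. Without a filter 573 of 19775 genes were called. The cosine overlap of replicate subsets was between 71.8% and 82.5%. The replicate numbers did not pair the arrays, since the deviations of same-numbered arrays correlated at −0.29, −0.22 and 0.11 and none correlated best with its own number from both sides; with the replicate block 551 genes were called, 517 of them among the 794. The calls of the whole lists of reported targets, epithelial, mesenchymal and inflammatory genes held in every setting tried but camera with an estimated correlation. For the mesenchymal list without the reported targets the camera p of 0.039 was not adjusted over the lists. That call was therefore not shown to hold without those targets. The fibroblast call, on 2 genes, also ended without a filter (median −0.12, camera adjusted p = 0.11). Of 53 called named genes, 39 kept their call in each of the 13 settings that kept all arrays and measured them, and 34 with each array left out; 13 calls ended without a filter, 10 with the replicate block, 4 with the 3′ bias covariate, 3 with every probe set and 1 with array weights, and those of FGF2 and INHBA with the probe set of highest mean/SD. Only uncalled results changed direction, and the cause was not tested: over the arrays left out ACTB lay between −0.063 and 0.065, VIM between −0.19 and 0.020 and GAPDH between −0.33 and 0.18. Camera's direction turned for Notch signalling without a filter (median −0.11), for the actin list with the replicate block (median −0.018), and with 1 array left out for the actin list (medians −0.034 to 0.026), TGF-beta signalling (−0.17 to −0.064) and the Polycomb list (0.0062 to 0.086). The seed site comparison and its alternatives were not run. Below log2 4, 3 arrays per group allow bounds but no folds.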

Other observations

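Several genes outside the naming rule are given here, chosen after their values were seen. CD274 (PD-L1), a ligand that restrains T cells, rose from 3.80 ± 0.37 to 6.59 ± 0.10 (SD, n = 3, log2). This is a log2 change of 2.79, with a limma adjusted p of 7.6e-05. Its nc-miR mean below 4 kept CD274 out of the ranking of the largest rises. ZBED2, a zinc finger protein, rose at least 2.58-fold from below the floor, to 5.37 ± 0.22 (limma adjusted p = 7.2e-06). Further epithelial genes rose, namely PKP2 (2.99-fold, limma adjusted p = 9.1e-04), KRT7 (2.50-fold, limma adjusted p = 0.0055) and TJP1 (2.12-fold, limma adjusted p = 9.4e-04). SPINT2, an epithelial protease inhibitor that was not tested because only 2 arrays were above the floor, was at 1.02 ± 0.66 with nc-miR and at 4.12 ± 0.61 with miR-429. QKI, a reported target, had a log2 change of −0.68 ± 0.15 (SE) on its brightest probe set and of −3.56 ± 0.21 on another.

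Of the tests below, those of the splits, of the interferon genes and of 3′ bias, and the margin of 1 SE used to read the odds ratios, were chosen after the data were seen. The 794 calls were weighed against chance and RNA quality. The 3 against 3 design allows 10 splits, too few for a share under 0.05. The real split was the 1 split that called 794 genes by limma, and the highest of the others called 0 (377 at an unadjusted p under 0.05, against 2390). Each other split mixes miR-429 and nc-miR arrays in both of its groups. Any effect of miR-429 then adds to the spread within groups and lowers the calls. These counts therefore do not measure what chance would give, and the splits cannot decide on chance. The 3′ bias measure was −6.08 on nc-miR replicate 1 and −3.80 on replicate 3, below and above all miR-429 arrays (−4.77 to −4.55), so changes caused by it should reverse between these controls. Of 559 genes called without replicate 1, 553 changed the same way against replicate 1 alone, and of 508 called without replicate 3, 498 did so against replicate 3 alone. The median ratio of the change against the held-out array to the change without it was 0.93 and 0.92. Replicate 2, at −4.40, also lay above all miR-429 arrays. Without replicate 3 the remaining controls thus lay on both sides of the miR-429 arrays, so that check could show little of the bias. Without replicate 1 both remaining controls lay above. That check argues against 3′ bias, as measured on ACTB and GAPDH, as the cause of most calls. Both checks used the same miR-429 arrays to call and to compare. Effects of well position or of the control RNA itself were not tested.

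Of 13 measured inflammatory and NF-kB genes 8 fell, and 3 had positive changes. A differing interferon-type response to the transfected RNAs stays open. The 13 measured interferon genes had a median log2 change of 0.014. Its SE of 0.14 comes from the spread between these genes, taken as independent, and not from the spread between arrays. The other 32 on the array were not above the floor on enough arrays to be tested. Differences between their values near or below the floor are not measured changes, and they went both ways. Values were lower in IFI44 (3.43 ± 0.94 with nc-miR and 2.04 ± 0.40 with miR-429, SD, n = 3) and SAMD9L (2.83 ± 0.09 and 2.14 ± 0.15). They were higher in OAS3 (3.57 ± 0.28 and 4.22 ± 0.38) and IFI35 (3.05 ± 0.93 and 3.67 ± 0.13). All 4 were named after their values were seen. Against nc-miR replicate 1 and replicate 3 by themselves the median of the inflammatory list was −0.92 and −1.11, of the same sign on both sides of the 3′ bias measure, which argues against 3′ bias. Lower NF-kB activity is a candidate explanation that stays open, since only 2 of its feedback genes were among the genes tested (median −0.61). NFKBIA was at −0.78 ± 0.15 (limma adjusted p = 0.011) and NFKB1 at −0.44 ± 0.36 (limma adjusted p = 0.47). NFKB2, RELB and TNFAIP3 were below the floor. BIRC3 had no probe set with 1 gene symbol in the annotation. A probe set of BIRC3 may be among those with several symbols or none, which this test did not use. SOD2 and IER3, which NF-kB also induces, were not called and had changes of 0.45 each. All of these genes are outside the naming rule. The feedback genes are given as members of the test, and SOD2 and IER3 were named after their values were seen.

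Probe sets of one gene often disagreed. Of 445 pairs of a called gene's probe set with another measured one, in 315 genes, 135 (30.3%) had the other at under 0.5 of the change, and in 5 genes, HK2, TASOR, FARP1, AP1S2 and GIT2, the other moved the opposite way with a limma adjusted p under 0.02; they were named after their values were seen. Sets that can bind several transcripts disagreed less often than the rest (odds ratio 0.66, 95% interval 0.42 to 1.01, Fisher's exact p = 0.049, adjusted p = 0.15 over 3 tests). The interval includes 1, and sets that bind several transcripts of 1 gene were not told apart from sets that bind other genes. The test therefore cannot decide on cross-hybridisation of the other set. Low signal stays open, with 23.7% disagreeing among bright other sets and 31.7% among dimmer ones (Fisher's exact p = 0.17), and so do transcript forms with and without miR-429 sites, with an odds ratio of 1.03 for genes that fell against genes that rose (Fisher's exact p = 0.92). In each pair the first probe set was the brightest of its gene and had passed the threshold, and the other was not selected in this way. Smaller changes of the other can come from this selection alone, which was not tested. Pairs of one gene are not independent.

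SAM at a false discovery rate under 2% called 1115 genes here, and 1045 on the probe set with the highest mean/SD. Both counts are lower than the value quoted from the study above. The present-call filter of the study was not used here and its count may be over other features, so the counts may not be of like units. The overlaps of replicate subsets given here come from shorter lists and a cosine measure extended here. They may therefore not be of like units with the overlap in the study either.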
